A study of Homo sapiens with 2 samples.

How the data were processed

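The 2 samples are droplet single-cell runs (10x Chromium, 3' chemistry) of pooled human PDA lines, each with a gene matrix and a hashtag matrix. The values of the gene matrices are counts, which per the file headers the authors made with Cell Ranger 6.1.2 on GRCh38, as UMIs per gene and cell barcode with no normalization. The deposited hashtag values are counts of each TotalSeq-B antibody barcode per cell, and the program that made them, and whether they are UMIs or reads, is not given in the sources used here. Each hashtag feature carries a number and a sequence, and 1 more feature holds unmapped sequences. Hashtag cell barcodes shared 3 and 3 entries with the gene barcodes as deposited. Once bases 8 and 9 were complemented, the translation between the 10x capture sequences, they shared 7476 and 11308. Why some gene barcodes lack hashtag counts is not given in the sources used here. Of the gene barcodes with over 1000 UMIs and under 25% mitochondrial UMIs, 7476 of 7482 in pool A and 11308 of 11308 in pool B had hashtag counts, and 0 others did.

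Cells were kept with at least 1000 UMIs, at least 500 genes and at most 20% mitochondrial UMIs. Hashtags were called with HTODemux of Seurat 5.3.0 (R 4.3.3) at a quantile of 0.99 and seed 42, on values CLR-normalised over the hashtags of each cell. The plan's wording, over cells, could also be read as over the cells of each hashtag, and that reading was run as an alternative. Cells called for more than 1 hashtag were left out as doublets, 857 (11.6%) in pool A and 1471 (13.2%) in pool B, as were cells called for none, 328 and 2084. A further 4 and 7 cells in the hashtag matrix had 0 counts for the 6 hashtags and were not called. Doublets of 2 cells with the same hashtag cannot be seen this way. Scrublet called 3 cells in pool A and 0 in pool B, far below the hashtag doublets, so it did not work on these pools.

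Single-hashtag cells were scaled to 10000 UMIs, log-transformed and clustered with scanpy 1.11.5 (Leiden, resolution 0.5, 2000 variable genes, 30 principal components, 15 neighbours, seed 0). The genes of all fixed lists, mitochondrial and ribosomal protein genes, XIST and Y-linked genes were left out of the clustering. The 7 clusters of pool A and 10 of pool B were merged by average linkage on 1 minus the Pearson correlation of their mean log expression into 3 populations per pool. Scanpy's default neighbour search was settled on after an exact search had placed 2 hashtag pairs of pool B in 1 population. Populations are numbered by their hashtags, and none was matched to a line. UMIs were summed over the cells of each hashtag that lay in its population, giving 12 wells, and scaled to CPM by their total.

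Levels of a list are the mean of log2(CPM + 1) over its members. Differences are the log2 ratio of CPM, with 1 CPM added, of the higher- over the lower-numbered hashtag. The added 1 CPM understates ratios of low genes. A list's median is over all its members, and a member counts as measured with at least 100 UMIs in the pair of wells. The percentile places the median over detected members among those of 10000 random lists of the same size matched on mean expression in 20 bins. The medians over all and over detected members differ by at most 0.0321 for the pathway lists placed at or beyond percentile 1 or 99. It is wider for the basal-like list in B1, at -0.16 over detected members against 0 over all. Of 143 medians placed, 64 lay at or beyond percentile 1 or 99. Such a percentile compares a list with other genes of the same pair of wells and is no test between media. Likeness is the Pearson correlation across genes of the log2 ratios of 2 populations, over genes with at least 100 UMIs in each.

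The genes named were fixed by a rule set before the data were examined. It takes the 5 highest and 5 lowest log2 ratios of each population among genes with at least 50 CPM in a well and 100 UMIs, 2 to 4 members per list by ratio and by range over wells, and up to 20 genes at least 2-fold different in every population of a pool. Mitochondrial, ribosomal protein, XIST, Y-linked and clone-named genes were not eligible. Genes outside the rule are said to be chosen after their values were seen. The 28 gene lists were also fixed before. Gene positions are those of GENCODE release 29 on GRCh38.

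Each well is a single sample, so no standard deviation, test or p-value was computed over wells or cells. The planned edgeR test between media, with line as a block, and the limma set tests were not run because no hashtag is tied to a medium. Poisson intervals of summed UMIs and Clopper-Pearson intervals of cell shares are at 95% and cover counting error only. On simulated wells with 200 changed genes, log2 ratios of 0.991 to 0.996 were recovered for a set value of 1. For a set value of -2 they were -1.969 to -1.957. This does not show that scaling by total UMIs is free of bias in the real wells. In the simulation 1 to 3 of 100 unchanged lists fell beyond percentile 1 or 99. The unchanged genes of the simulated wells had a standard deviation of 0.10 to 0.22 from counting alone. Over all genes of the real pairs it was 0.34 in A1 to 0.49 in B2. The simulated share of lists is therefore no error rate for real lists, whose genes may move together. Alternatives covered the mitochondrial and UMI limits, hashtag calling (MULTIseqDemux and a fixed ratio rule), Scrublet, clustering genes and resolution, TMM factors (edgeR 4.0.16), library size without mitochondrial and ribosomal protein genes, added constants of 0.1 and 10 CPM, the mean of per-cell CPM, thinning of each cell to 5000 UMIs (cells with fewer left out), a 5 CPM filter on list members, and other gene sets and correlations for likeness. Before 1 CPM is added, TMM factors moved log2 ratios by -0.17 in A2, -0.11 in B2 and -0.36 in B3, and the other library size by 0.13 in A2 and 0.10 in A3. Shifts elsewhere were under 0.1. With 1 CPM added, genes of low CPM moved less. The remaining steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.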

Results

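Pancreatic ductal adenocarcinoma (PDA) lines were profiled by droplet single-cell RNA sequencing to compare cells kept in normal medium with cells kept without serum, the mixture of growth factors and lipids in standard medium. Per the labels, 6 established human lines were seeded, the medium was renewed or replaced with serum-free medium 4 h later, and cells were taken after 48 h. Pool A combined KP4, PK45H and PANC1 in 1 run, and pool B combined MIAPACA2, PATU8902 and SW1990 in another. Within a run, hashtag antibodies HTO1 to HTO6, which carry an oligonucleotide barcode, told the 6 wells apart. The deposited hashtag names give a number and a sequence, and the line and medium behind each number are not given in the sources used here. The media were therefore not compared. Each well is reported by its hashtag, each difference is the higher-numbered over the lower-numbered hashtag of a population, and its sign names no medium. There is 1 well per hashtag, so no value below has a replicate error or a p-value.

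Pool A held 8298 cell barcodes with 164073902 UMIs (unique molecular identifiers, counts of captured transcripts), and pool B held 15572 with 151935077. The filters passed 7414 and 11120 cells, at a median of 18883.5 and 12147.5 UMIs. Of these, 7408 and 11120 were in the hashtag matrix, and 6219 and 7558 carried a single hashtag. Clustering without the genes of the fixed lists gave 7 clusters in pool A and 10 in pool B, which were merged into 3 populations per pool, a number set beforehand to that of the lines. Each population took most cells of 1 pair of hashtags: A1 and B1 held HTO1 and HTO2, A2 and B2 held HTO3 and HTO4, and A3 and B3 held HTO5 and HTO6. Between 90.6% and 99.9% of a hashtag's cells lay in its population. The wells were uneven. HTO2 held 2790 cells of A1 and HTO1 held 1323. With hashtag normalisation over the cells of each hashtag, HTO2 held 1610 and HTO1 held 1253. HTO4 held 130 cells of A2, where HTO3 held 888. In all, 131 cells were called for HTO4, 2.11% of the single-hashtag cells of the pool (95% exact interval 1.76 to 2.49). With a mitochondrial limit of 10%, A2 with HTO4 held 67 cells. A3 held 629 and 435 cells with the lower and the higher hashtag number, B1 held 1680 and 1400, B2 held 1551 and 504, and B3 held 1562 and 511. B2 with HTO4 held 306 cells with a 3000 UMI minimum and 326 with MULTIseqDemux. Summed UMIs per well ran from 2695092 in A2 with HTO4 to 50490794 in A1 with HTO2.

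Mean log2 levels of epithelial genes set B3 apart from the other populations, and those of mesenchymal genes set B2 and B3 apart. B3 had the highest level of the epithelial list, a mean of 7.12 and 7.24 on the log2 scale in its wells, where the other 10 wells lay at 3.01 to 4.15. EPCAM, a cell adhesion protein of epithelia, stood at 384 and 466 CPM (UMI counts scaled to the total of the well) there, and E-cadherin (CDH1, chosen after its values were seen, as were the genes of the marker plot) at 51.2 and 75.2. Its mesenchymal list was the lowest of the 6 populations, at 1.90 and 1.93. The wells of A1, A2, A3 and B1 lay at 2.85 to 3.18, closer together than the 2 wells of B2, which had the highest mean log2 level, 4.62 and 5.10. By summed CPM, B2 was not the highest, at 3306 and 3933. B1 reached 8272 and 8590, and A3 with HTO5 reached 5118. B2 had the cadherin CDH11 at 74.2 and 60.2 CPM and the matrix protein SPARC at 57.4 and 51.3. VIM, an intermediate filament of mesenchymal cells, reached 8041 and 8347 CPM in B1. HGF, the ligand of the receptor MET, was at 677 and 621 CPM in A1. It was at 7.36 to 9.54 CPM in A2 and A3, whose cells were loaded together with those of A1, and at most 0.191 CPM in pool B. A2 had SAA1, an acute phase protein, at 2833 and 1593 CPM, and A3 had BNIP3, a hypoxia-induced mitophagy receptor, at 1057 and 291. Lists of other cell types were low: the summed level of a list in any of the 12 wells was at most 13.1 CPM for immune genes, 5.07 for erythroid, 1.86 for acinar, 51.2 for endothelial, 54.7 for endocrine and 182 for fibroblast genes. The classical and basal-like lists, which part PDA tumours into expression subtypes, reached mean log2 levels of at most 0.68 and 2.79, the latter in B3.

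**Figure D1:**
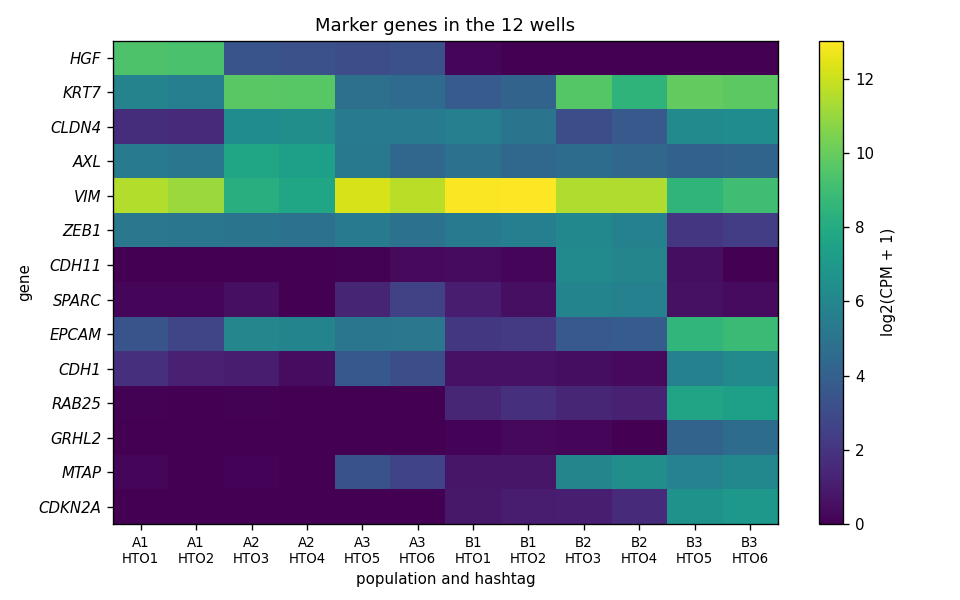
Level of marker genes (vertical axis) in the 12 wells (horizontal axis, population and hashtag), shown as the colour scale of log2(CPM + 1). EPCAM, CDH1, RAB25 and GRHL2 are high in both wells of B3, with EPCAM at 384 and 466 CPM, and HGF is high in both wells of A1.

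Between the wells of each population, the genes of cholesterol synthesis and uptake were higher with the higher-numbered hashtag in 6 of 6 populations. The list's median log2 ratio was 1.98 in A1, 2.04 in A2, 0.56 in A3, 0.97 in B1, 1.23 in B2 and 1.09 in B3. Each lay above all 10000 random lists matched on expression (percentile 100). Of the measured members, 23 of 23 were higher in A1, 22 of 22 in A2, 21 of 23 in A3, 22 of 22 in B1, 23 of 24 in B2 and 24 of 24 in B3, and 21, 20, 4, 12, 16 and 12 of them differed 2-fold or more. HMGCS1 (ENSG00000112972, chromosome 5, 43289395 to 43313512, GRCh38), which makes the HMG-CoA of the pathway, stood at 32.6 CPM (95% exact Poisson interval 30.3 to 35.0) with HTO3 and 522 CPM (495 to 550.1) with HTO4 in A2, a log2 ratio of 3.96, and at 18.9 and 169.6 CPM in A1, a log2 ratio of 3.10. IDI1 and MSMO1, further enzymes of the pathway, had log2 ratios of 2.85 and 2.62 in A1, and INSIG1, a sterol-regulated inhibitor of it, had 3.35 in A2. In 6 of 6 populations the higher-numbered hashtag also had the higher median share of mitochondrial UMIs, with the widest gap in A3 (3.82% against 7.97%).

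**Figure D2:**
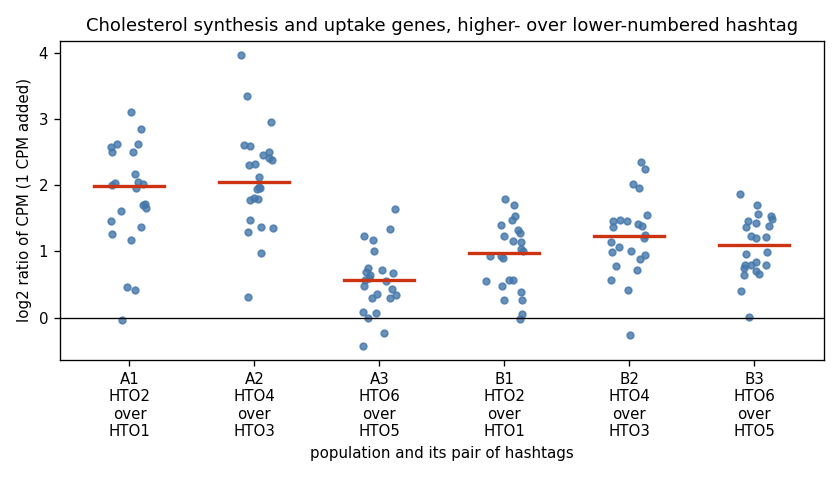
Each point is a gene of the cholesterol synthesis and uptake list, the horizontal axis gives the population with its pair of hashtags, and the vertical axis is the log2 ratio of CPM of the higher- over the lower-numbered hashtag with 1 CPM added. Red bars mark the list medians, which run from 0.56 in A3 to 2.04 in A2.

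Genes of fatty acid synthesis went the same way, with medians of 0.54, 0.75, 0.34, 0.66, 0.80 and 0.81 in A1 to A3 and B1 to B3, each at percentile 99.9 or above. SCD, the stearoyl-CoA desaturase, had a log2 ratio of 2.93 in A2, where it reached 327 CPM with HTO4, and fatty acid synthase (FASN) had ratios of 2.21 in A1 and 1.31 in B1. FADS1, a fatty acid desaturase, had 1.94 in B2, and ACSS2, which makes acetyl-CoA from acetate, had 1.81 in A2. Metallothioneins, which bind zinc and copper, had negative medians in 6 of 6 populations, from -0.86 in B1 to -0.05 in A1, 4 of them at percentile 1 or below. In A1 the median lay at percentile 29.76, and 1 of 4 measured members was higher with HTO2. The list's summed level there was also higher with HTO2, at 4221 CPM against 3715 with HTO1. MT1X had a log2 ratio of -1.59 in A3, and MT1E of -1.86. Lysosome genes had positive medians in 6 of 6 populations, from 0.08 in A3 to 0.73 in B2, of which the values in A2 and B3 turned negative with TMM factors (-0.07 and -0.13). NPC1, which moves cholesterol out of lysosomes, had a log2 ratio of 1.03 in B2. In B3 the median over all measured genes was itself 0.16, and with TMM factors the sterol and fatty acid medians there were 0.77 and 0.46. TMM factors moved ratios of B3 by -0.36, more than this offset. In A2 and B2 the median over all genes was already negative, at -0.10 and -0.03. TMM factors lowered the ratios there further, by -0.17 and -0.11. A change of sign with TMM factors therefore does not tell which sign holds. The wells of B3 also differed in their mix of clusters. Cluster 3, with a median of 3289 UMIs, held 202 of 1562 HTO5 cells and 182 of 511 HTO6 cells.

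A1 differed between its wells in interferon-stimulated genes, which cells turn on in answer to interferons. The list's median log2 ratio of HTO2 over HTO1 was 1.84 (percentile 100), and 15 of 15 members were at least 2-fold higher. MX1 (ENSG00000157601, chromosome 21, 41420304 to 41459214), an antiviral GTPase, went from 105 CPM (101 to 109) with HTO1 to 526 CPM (520.0 to 533) with HTO2, and IFIT1, IFIT2 and IFIT3, which bind foreign RNA or its sensors, had log2 ratios of 2.18, 2.25 and 2.22. The same list had medians of -0.24, 0.07, -0.28, 0.22 and 0.06 in A2, A3, B1, B2 and B3, the last of which was -0.29 with TMM factors. Its level was high in both wells of B3, a mean log2 of up to 8.04, against 4.96 and 6.74 in A1 and 6.37 and 6.68 in B2. By summed CPM, B2 went from 3663 with HTO3 to 6714 with HTO4, and A1 from 1334 to 5173. The median of B2 lay at percentile 99.5, with 3 of 15 members at least 2-fold higher. That of B1 lay at percentile 0.13, with 12 of 13 lower and 0 of them 2-fold. ATF4 targets, genes of the amino acid stress response, were lower with HTO2 in A1, with a median of -0.75 (percentile 0) and 19 of 20 members lower. The lowest ratios of A1 were those of TXNIP, a glucose-induced regulator of glucose uptake, at 522 and 131 CPM (-1.99), of the stress gene DDIT4 (-1.69), of VGF (-1.31), of TMEM158 (-1.09) and of the glycolytic PGK1 (-1.08). MVD and INSIG1 had 2.62 and 2.57. The wells of A1 lay partly in different clusters, cluster 0 with 630 HTO1 and 116 HTO2 cells and cluster 2 with 76 and 954. A part played by this mix in the ATF4 and TXNIP differences was not tested.

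The genes of hypoxia and glycolysis were lower with the higher-numbered hashtag in A3, B1, A1 and B3, with medians of -1.51, -1.53, -0.53 and -0.24 (percentile 0 in each). All 16 measured members were lower in A3, 13 of them at least 2-fold, and all 14 in B1, 11 of them at least 2-fold. In A1 it was 14 of 15, and in B3 12 of 14. In A3, HK2, a hexokinase of glycolysis, had a log2 ratio of -2.77, from 15.6 CPM (13.6 to 17.9) to 1.45 CPM (0.827 to 2.35), and -1.97 with cells thinned to one depth. The glucose transporter SLC2A1 had -2.24, and DDIT4 (ENSG00000168209, chromosome 10, 72273920 to 72276036) went from 590.1 to 111 CPM (-2.40). In B1, NDRG1 had -1.76, and ANGPTL4 and HILPDA, inhibitors of lipoprotein lipase and of intracellular lipase, had -3.18 and -2.29. The wells of B1 lay partly in different clusters, cluster 6 with 921 HTO1 and 75 HTO2 cells and cluster 7 with 31 and 607. The list's medians in A2 and B2 were 0.24 and -0.01, and with TMM factors those of A2 and B3 were 0.10 and -0.57. A3 also had lower endoplasmic reticulum chaperones, with 14 of 14 lower and a median of -0.79 (percentile 0). HSPA5, the main chaperone of that compartment, went from 1054 to 273 CPM. ATF4 targets had a median of -0.95 in A3 (percentile 0), with STC2 at 294 and 68.1 CPM. The median mitochondrial share also differed between the wells of A3, and cells were not matched on it for these lists. The ATF4 list's medians in A2, B1, B2 and B3 were 0.17, -0.27, 0.18 and -0.32, and those of the chaperones in A1, A2, B1, B2 and B3 were -0.03, 0.22, 0.00, 0.26 and 0.40. With TMM factors the chaperone medians of A2, B1 and B3 were 0.05, -0.02 and 0.05, and the ATF4 medians of A2, B2 and B3 were 0.08, 0.11 and -0.64. Without them, ATF4 targets lay at percentile 99.6 in A2, 0.01 in B1 and 0 in B3. The chaperones lay at percentile 99.9 in A2, 99.8 in B2 and 99.7 in B3. Further low ratios of A3 were those of HMOX1, which breaks down haem (-2.22), of the lipid droplet protein PLIN2 (-2.19) and of CCN5 (-2.12). Among its highest were those of the sterol reductase TM7SF2 (1.63), the p53 target TP53I3 (1.45), the zinc transporter SLC39A10 (1.35) and GNPDA1 (1.27).

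In B2 the genes of DNA replication and division were lower with HTO4 than with HTO3. The median was -1.34 for S phase genes, with 22 of 23 lower, and -1.76 for G2/M genes, with 29 of 29 lower and each of them at least 2-fold (percentile 0 for both lists). PLK1 (ENSG00000166851, chromosome 16, 23677656 to 23690367), a kinase of mitosis, went from 63.3 CPM (59.7 to 66.9) to 10.5 CPM (7.54 to 14.3), and thymidylate synthase (TYMS) and thymidine kinase 1 (TK1) had log2 ratios of -2.23 and -2.52. NF-kB targets and cytokines were higher with HTO4, with a median of 1.45 (percentile 100) and 10 of 14 at least 2-fold. The neutrophil chemokines CXCL8 and CXCL1 had 2.28 and 2.02, and LCN2, an iron-binding defence protein, had 2.42. FN1 (ENSG00000115414, chromosome 2, 215360440 to 215436172), a matrix protein, went from 44.5 to 439.9 CPM, and SERPINE2, ABCA6 and DHCR7 had 2.38, 2.66 and 2.35. Median depth was lower with HTO4 (7395 UMIs) than with HTO3 (12117). The mix of clusters also differed between these wells, with 353 HTO3 and 16 HTO4 cells in cluster 9. G2/M genes were also lower in A3, A2 and B1, with 29, 28 and 29 of 29 lower, medians of -1.27, -0.42 and -0.36 (percentile 0 in each), and 24, 1 and 0 at least 2-fold. Their medians in A1 and B3 were 0.21 and 0.01, the last -0.33 with TMM factors. S phase genes had medians of 0.41, -0.03, 0.13, 0.36 and 0.79 in A1, A2, A3, B1 and B3. That of A2 was 0.10 without mitochondrial and ribosomal protein genes in the library size. In A1, B1 and B3 these genes went opposite to B2, each at percentile 100. There 23 of 23, 21 of 23 and 18 of 19 measured members were higher, and 0, 1 and 6 at least 2-fold. The S phase medians of A2 and B3 were -0.20 and 0.48 with TMM factors. The NF-kB list's medians in A1, A2, A3, B1 and B3 were 0.59, 0.12, -0.28, 0.45 and -0.16. With TMM factors those of A2 and B3 were -0.05 and -0.49.

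**Figure D3:**
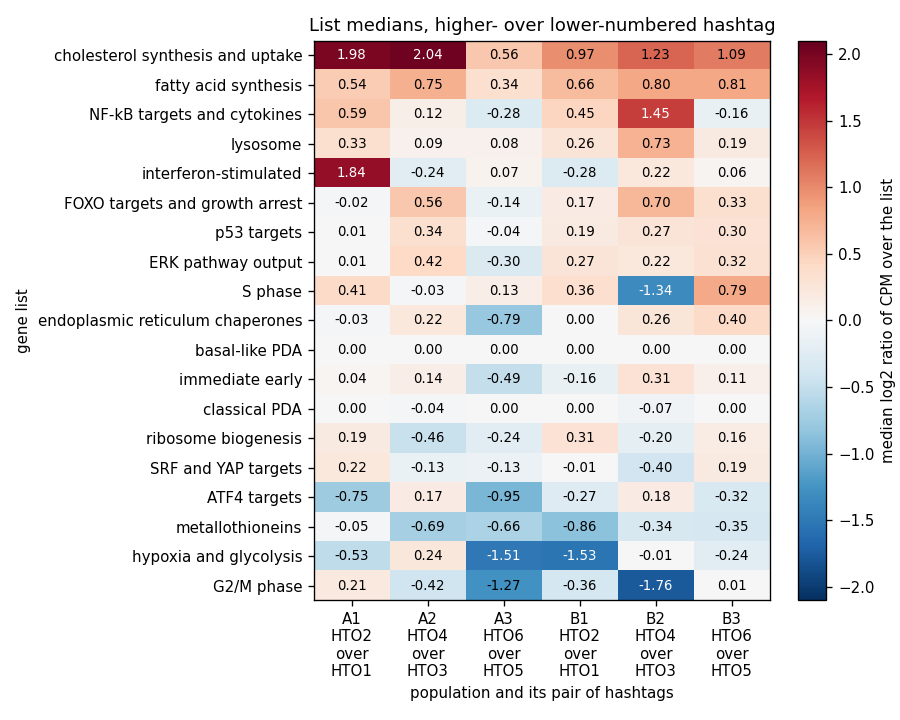
Rows are the fixed gene lists of pathways and tumour subtypes, columns are the populations with their pair of hashtags, and colour and number give the median log2 ratio of CPM of the higher- over the lower-numbered hashtag. Cholesterol synthesis and fatty acid synthesis are positive in 6 of 6 columns, and hypoxia and glycolysis reaches -1.51 in A3 and -1.53 in B1.

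The highest and lowest ratios of A2, B1 and B3 were of genes of several kinds, and some of these genes also differed in other populations. In A2, NPPB, a natriuretic peptide, had a log2 ratio of -2.98, MT1A of -1.71, LIMA1 of -1.63, the interleukin 7 receptor IL7R of -1.42 and LPCAT1 of -1.404, while CYP51A1 had 2.58 and MSMO1 2.96. In B1, ID2 and ID3, inhibitors of basic helix-loop-helix factors and targets of BMP signalling, went from 51.3 to 2.25 CPM (-4.01) and from 299.7 to 30.2 CPM (-3.27), and the long noncoding RNA UCA1 had -2.21. SQLE, FASN, the ERK feedback gene SPRY4 and EVA1B were among the highest there, at 1.32, 1.31, 1.19 and 1.15. B3 had C6orf15 (ENSG00000204542, chromosome 6, 31111223 to 31112559) at 67.2 CPM (64.1 to 70.3) with HTO5 and 852 CPM (831 to 874) with HTO6, and PEG10, FGFBP1, HMGCS1 and SLC5A3 at 2.36, 2.30, 1.87 and 1.73. S100P, a calcium-binding protein of PDA cells, had -2.41 in B3, ID1 -1.95, ANGPTL4 -1.70, SNHG1 -1.34 and SEMA4B -1.33.

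The remaining lists lay nearer 0 or went in both directions. FOXO targets had medians of -0.02, 0.56, -0.14, 0.17, 0.70 and 0.33 in A1 to A3 and B1 to B3. Those of A2, B2 and B3 were 0.40, 0.60 and 0.08 with TMM factors. Of the measured members, 9 of 12 were higher in B2 and 11 of 11 in A2 (percentile 100 in both). Of these, 4 and 3 were at least 2-fold higher, among those of A2 the cyclin CCNG2 (1.403). ERK output had 0.01, 0.42, -0.30, 0.27, 0.22 and 0.32, of which A1 turned to -0.01 without mitochondrial and ribosomal protein genes and B3 to -0.0023 with TMM factors. Its phosphatase DUSP6 had 1.63 in B2, and FOSL1 had -1.74 in A3. Ribosome biogenesis genes were lower in A2 (13 of 13, median -0.46), with BOP1 at -0.93, and had medians of 0.19, -0.24, 0.31, -0.20 and 0.16 elsewhere, the last -0.19 with TMM factors. SRF and YAP targets ran from -0.40 in B2, where CCN1 had -1.80, to 0.22 in A1. Their medians in B1 and B3 changed sign with scaling (-0.01 and 0.19, against 0.0084 and -0.09). Immediate early genes ran from -0.49 in A3 to 0.31 in B2, and those of A2 and B3 were -0.0082 and -0.12 with TMM factors against 0.14 and 0.11. Over measured members the median was -0.85 in A3 and turned negative in A2 (-0.16), as did that of interferon-stimulated genes in A3 (-0.05) and of p53 targets in B2 (-0.01). The p53 targets ran from -0.04 in A3 to 0.34 in A2, with GDF15 at 1.65 in B2, and the value of A3 was 0.0065 and that of A1, 0.01, was -0.01 without mitochondrial and ribosomal protein genes. Over the populations, medians of the epithelial list lay between -0.13 and 0.19 over all members, and over measured members they were -0.34 in B2 (6 of 8 lower), -0.29 in A3 (9 of 11 lower), -0.25 in B1, -0.09 in A2, -0.06 in A1 and 0.19 in B3. Over all members, the mesenchymal medians lay between -0.07 and 0.12 and the classical and basal-like ones between -0.07 and 0, in which members with few or no UMIs weigh as much as measured ones. Over measured members, the basal-like median was -0.67 in A3, -0.38 in B1, -0.35 in A2, -0.34 in A1, -0.10 in B2 and -0.01 in B3, from 4 to 12 genes each, and the mesenchymal one was -0.34 in A3, against 0.12 over all. In B1 the basal-like median over detected members was -0.16 (percentile 0.370), with 4 of 5 measured members lower.

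Genes that differed at least 2-fold in all 3 populations of a pool were mostly of sterol synthesis. In pool A they included ACAT2, FDPS and ERG28, each higher with the higher-numbered hashtag, and SLC7A11, a cystine transporter, which went both ways (-1.29, 1.01 and -1.20). In pool B, HMGCS1, IDI1, DHCR7, MSMO1, SQLE, FASN, LSS and CYP51A1 were among those higher and ID1 and ID3 lower in 3 of 3, and NDRG1 went both ways. ID1 (ENSG00000125968, chromosome 20, 31605283 to 31606515) had log2 ratios of -1.72, -2.42 and -1.95 in pool B and of -1.06, -0.99 and -0.81 in pool A. ID3 had -2.85 in B2, but 0.50, -0.36 and -0.62 in A1, A2 and A3. Across genes, the log2 ratios of 2 populations had Pearson correlations of a size from 0.0220 (A1 and B2) to 0.418 (A1 and B3), with a median of 0.213 over 15 pairs, against at most 0.0447 for random splits of 1 well. The median was 0.123 within a pool and 0.299 between pools. As the sign of each ratio is set by hashtag number, the product of 3 correlations was read instead, and it was positive in 16 of 20 triples of populations. As it stands, 14 of 15 correlations were positive, and each of the 4 negative products includes that of A1 and B2, -0.0220. This correlation and that of A1 and A2, 0.0388, are smaller in size than the largest value for random splits, so the sign of the products that hold either, positive or negative, is not told from counting noise. These are correlations across 9283 to 11057 genes, which are not independent replicates.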

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

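The alternatives with thinning and TMM factors were set before the data were examined. Their use here for depth and scaling was chosen after the results were seen. Tests of low-UMI clusters, cluster mix and RNA of other lines were also chosen after, and those of mitochondrial share and of a few strong cells before. Signals outside the wells compared were seen in both pools. Cells passing the filters with hashtag counts but no hashtag call numbered 328 in pool A (4.43%) and 2084 in pool B (18.7%), at median depths of 13098.5 and 2326 UMIs. Hashtag counts that matched none of the 6 sequences numbered 388261 in pool A (5.88% of the hashtag counts) and 364928 in pool B (5.33%).

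Sterol synthesis genes were higher with the higher-numbered hashtag in 6 of 6 populations. Thinning of cells to 5000 UMIs cannot decide on unequal depth, since CPM is already scaled to each well's total. The lowest of the 6 medians was then 0.57. Median depth was higher with the higher-numbered hashtag in 2 of 6 populations. Scaling by total UMIs moves the genes of a pair together. It is argued against, since the median over all measured genes lay between -0.10 in A2 and 0.16 in B3. The lowest sterol median was 0.56, and 0.59 with TMM factors. The higher-numbered hashtag also had the higher mitochondrial share in 6 of 6, but in cells matched on that share every median kept at least 0.934 times its value. A difference in medium may lie behind the pattern, since sterol synthesis answers to the lipids that serum carries, but no hashtag is tied to a medium, so this explanation was not tested. Order of handling and other differences between wells also stay open.

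Interferon-stimulated genes were higher with HTO2 than with HTO1 in A1. A few strong cells are argued against, since the list's median was 2.095 without the top 5% of each well, and so is RNA or cells of the other lines of the pool, whose wells reached a mean log2 level of 3.36 at most, below both wells of A1. The mix of clusters differed between the wells. Cluster 2, with 76 HTO1 and 954 HTO2 cells, was left out as too small in HTO1. In clusters 0, 1, 3 and 5, those of at least 100 cells per hashtag, the median was 1.13 to 2.06. A bound of 1.4 set for these clusters was missed, so a part played by the mix stays open. Further bounds, the last of 0.5, were added once the lowest value was known, so their passing is no test. The mix as the whole cause would leave no difference within clusters. The medians of 1.13 to 2.06 within these 4 argue against that, for these clusters only. The medium, a local infection or contaminant of 1 well, and other differences between the 2 wells may account for the rest, and no biological explanation was tested.

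S phase and G2/M genes were lower with HTO4 than with HTO3 in B2. With cells thinned to 5000 UMIs the medians were -1.31 and -1.68, from 1100 of 1551 HTO3 and 298 of 504 HTO4 cells. This cannot decide on lower depth with HTO4, since CPM is already scaled to each well's total and shallow cells were left out. A larger share of low-UMI cells with HTO4 is argued against, since without the shallow clusters 2 and 3 of pool B the medians were -1.50 and -1.86. Cluster 9 held 353 cells with HTO3 and 16 with HTO4, and a part played by the mix of clusters was not tested. Fewer dividing cells with HTO4 may be the source, as a hypothesis, and the medium of either well, the density at which cells grew and the loss of cycling cells on handling stay open and were not tested.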

How the results depend on the processing

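Alternatives for the hashtag normalisation, neighbour search, low-UMI clusters, cells over 2 times the median UMI, and likeness without sterol and fatty acid genes were chosen after seeing the data, and the others before the data were examined. Sterol genes had a positive median in 6 of 6 populations under each alternative for which the ratios were computed. They were not computed for MULTIseqDemux, the other Leiden resolutions or the exact neighbour search. The list's lowest and highest medians were 0.67 and 2.26 with library size counted without mitochondrial and ribosomal protein genes, and the highest was 2.27 with 0.1 CPM added and 1.59 with 10 CPM added. Of 64 list medians at or beyond percentile 1 or 99, 1 reversed under 13 settings, that of NF-kB targets in A2, at -0.0482 with TMM factors, which lower the ratios of A2. Of 219 ratios of named genes, with a reversal counted where the ratio was at least 0.5 in size, 1 reversed, that of COL1A1 in A2, at 0.0206 with thinning, and the cause was not tested.

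Cells called for a single hashtag numbered 5704 and 6768 in pools A and B with a 10% mitochondrial limit, 6153 and 6557 with a 3000 UMI minimum (fewer cells pass either limit), 5590 and 6177 with MULTIseqDemux, 5024 and 7847 with normalisation over the cells of each hashtag, and 6593 in pool A with the ratio rule. Single wells moved by over 1.5 times. A2 with HTO4 held 67 cells with the 10% limit, A1 with HTO2 held 1610 with normalisation over the cells of each hashtag, and B2 with HTO4 held 306 with 3000 UMIs and 326 with MULTIseqDemux. Matched as deposited, 3 and 3 barcodes had hashtag counts. With exact neighbours 2 populations of pool B held the hashtag pairs. The median correlation size was 0.280 with 500 UMIs per gene and 0.162 by Spearman. Positive triples numbered 20 without cell cycle genes, 14 by Spearman, and 14 without sterol and fatty acid genes. The cause of these shifts was not tested. Scrublet left out 0 single-hashtag cells, so that alternative says nothing, and the DESeq2, no-filter, no-block and leave-one-line-out alternatives of the media test were not run, as that test was not. Depth limits A2 with HTO4, with 130 cells, and B2 with HTO4, where thinning left 298 of 504.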

Other observations

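The genes and chromosome regions of this part, and the scans behind them, were chosen after values were seen. Runs of neighbouring genes differed together between populations of a pool. In A3, 15 of 15 expressed genes on chromosome 19 from 38941401 to 39834201 were higher in both wells than in any other well of pool A, with a median log2 ratio of 3.99 over the mean of A1 and A2. DLL3, a Notch ligand, stood at 715 and 686 CPM there against 3.66 to 6.31 in the other wells. PAF1, of a complex that acts with RNA polymerase II, stood at 468 and 461 CPM against 33.4 to 38.3, and the elongation factor SUPT5H at 662 and 779 against 56.5 to 68.3. This window had the highest median of 6612 windows of 15 genes in A3. In A2, 14 of 15 genes on chromosome 5 from 6633343 to 16465792 were higher in both wells (median 1.79), among them TRIO and DAP. In B2 it was 14 of 15 on chromosome 6 from 31971091 to 32859585 (median 2.18), which holds the antigen-processing genes TAP1, TAP2, PSMB8 and PSMB9, and PSMB8 stood at 991 and 803 CPM, against 30.9 and 37.1 in B1 and 249 and 255 in B3. An overlapping stretch from 32153441 to 33206831 was the lowest window of B1 (median -2.41, 11 of 15 genes lower in both wells), so low values of B1 add to the median of B2. The lowest windows of A1 and A2 overlap the highest window of A3 on chromosome 19. In these windows 1 of 15 genes in A1 and 9 of 15 in A2 were lower in both wells than in any other well of the pool. High values of A3 thus add to the low medians of A1 and A2. B3 had 12 of 15 genes on chromosome X from 100627109 to 107000244 lower in both wells (median -2.46), with BEX3 at 21.1 and 29.5 CPM against 272 to 498 in B1 and B2. The scan gave 12 windows, the highest and lowest of each population, and DNA copy number was not measured.

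MTAP and CDKN2A, neighbours on the short arm of chromosome 9 that are often lost together in PDA, differed between populations. MTAP, of methionine salvage, was at 62.6 and 86.4 CPM in B2, 54.7 and 67.2 in B3, 8.79 and 5.15 in A3, and at most 0.734 in A1, A2 and B1. CDKN2A, which encodes inhibitors of the cell cycle, was at up to 124 CPM in B3 and at most 2.05 elsewhere. Across populations, 498 genes were higher and 401 lower with the higher-numbered hashtag in 6 of 6, of 8401 measured in each. That is 10.7%, against 3.125% if signs were independent. KLF9, a glucocorticoid-induced transcription factor, was among the lower, with log2 ratios of -0.85, -0.74, -1.34, -0.50, -1.63 and -1.06 in A1 to A3 and B1 to B3. LIPA, the lysosomal lipase that frees cholesterol from its esters, was among the higher, from 0.39 upwards.

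Barcodes without hashtag counts numbered 822 in pool A (9.91%) and 4264 in pool B (27.4%), with median mitochondrial shares of 42.6% and 25.3%. In pool B, 2 clusters were shallow: 820 cells placed in B2 at a median of 2387.5 UMIs and 486 cells placed in B3 at 3289, against 13604 over the pool. The shallow cluster of B3 held 202 cells with HTO5 and 182 with HTO6. Cluster 9 of B2 held 353 cells with HTO3 and 16 with HTO4. In A1 the median cell held 801 CPM of interferon-stimulated transcripts with HTO1 and 4579 with HTO2.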
